# Transcriptome Analysis of Pineal Glands in the Mouse Model of Alzheimer’s Disease

**DOI:** 10.3389/fnmol.2019.00318

**Published:** 2020-01-09

**Authors:** Kwang Il Nam, Gwangho Yoon, Young-Kook Kim, Juhyun Song

**Keywords:** pineal gland, Alzheimer’s disease, long noncoding RNA, circular RNA, RNA sequencing

## Abstract

The pineal gland maintains the circadian rhythm in the body by secreting the hormone melatonin. Alzheimer’s disease (AD) is the most common neurodegenerative disease. Pineal gland impairment in AD is widely observed, but no study to date has analyzed the transcriptome in the pineal glands of AD. To establish resources for the study on pineal gland dysfunction in AD, we performed a transcriptome analysis of the pineal glands of AD model mice and compared them to those of wild type mice. We identified the global change of diverse protein-coding RNAs, which are implicated in the alteration in cellular transport, protein transport, protein folding, collagen expression, histone dosage, and the electron transfer system. We also discovered various dysregulated long noncoding RNAs and circular RNAs in the pineal glands of mice with AD. This study showed that the expression of diverse RNAs with important functional implications in AD was changed in the pineal gland of the AD mouse model. The analyzed data reported in this study will be an important resource for future studies to elucidate the altered physiology of the pineal gland in AD.

## Introduction

Alzheimer’s disease (AD), the most common neurodegenerative disease worldwide, is characterized by progressively impaired cognition, an excessive accumulation of amyloid-β (Aβ), and abnormally hyperphosphorylated tau in the brain (Jack et al., 2013; Song, 2019). It was reported that AD patients showed calcification of the pineal gland and reduced melatonin levels in the serum and cerebrospinal fluid (Skene and Swaab, 2003). Reduced pineal gland volume was also observed in AD patients (Mahlberg et al., 2008). Moreover, a decreased melatonin level is correlated with cognitive impairment (Srinivasan et al., 2010; Rosales-Corral et al., 2012). Although these studies showed causality, however, there is still controversy on the role of pineal gland and melatonin in AD because no clear mechanism has yet been identified.

The pineal gland, which contains neuroglial cells and predominantly pinealocytes, is one of the central organs that regulate the circadian system and is innervated by a neural synaptic pathway originating in the suprachiasmatic nucleus within the hypothalamus (Simonneaux and Ribelayga, 2003). The pineal gland also acts as a modulator in the sexual maturation and aging process as well as sleep disturbance (Bumb et al., 2014). Melatonin is synthesized and secreted in the pineal gland, and its secretory capacity is significantly proportional to pineal parenchymal volume (Nölte et al., 2009). Melatonin contributes to improved hippocampal neurogenesis in AD (Sarlak et al., 2013) and protects neurons against death induced by oxidative stress (Shukla et al., 2017) and Aβ toxicity (He et al., 2010). Pineal dysfunction and reduced melatonin levels are directly related to the pathological progression of AD (Wu et al., 2003). The reduced volume and calcification of the pineal gland influences its function; ultimately, it is strongly associated with the diverse neuropathology of AD patients. However, the mechanisms connecting pineal gland dysfunction and AD pathologies are not fully understood. Thus, more detailed analyses on the molecular level are required to identify the relationship between the pineal gland and AD.

Current annotation of the human genome shows that approximately 90% of the human genome is transcribed, 3% of the genome comprises protein-coding genes, and the rest is noncoding RNA (Harrow et al., 2006). Noncoding RNAs modulate gene expression and are divided into two subclasses according to their length. Long noncoding RNAs (lncRNAs; >200 nt in general) are of special issue owing to their large numbers and the possibility that they are functionally crucial components of the genome (Tsai et al., 2010). Many lncRNAs are associated with epigenetic processes affecting gene expression. The expression of lncRNAs could be regulated by the transsynaptic/cAMP system that controls the expression of hundreds of protein-coding genes in the pineal gland (Coon et al., 2012). CircRNA as a different class from other noncoding RNAs is produced by the back-splicing of a single-stranded linear transcript. In the central nervous system, some circRNAs have a regulatory role in synaptic plasticity induction in neurons (You et al., 2015). Although many noncoding RNAs are linked with the neurological function and identified in the pineal gland, the roles of noncoding RNAs in the AD pineal gland has not been investigated until now.

Here we analyzed diverse RNAs altered in the pineal gland of AD and investigated the function of those RNAs related to the pineal gland in the AD brain. We expect that our analysis of the identification and functional analysis of the transcriptome in the AD pineal gland may be an important resource to solve the neurological interaction between the pineal gland and AD pathogenesis.

## Materials and Methods

### Sample Preparation

We obtained male 5xFAD transgenic mice [B6.Cg-Tg (APPSwFlLon, PS1*M146L*L286V) 6799Vas/Mmjax; JAX MMRRC stock number: 34848] from The Jackson Laboratory (Bar Harbor, ME, USA). Aβ_42_ production was identified in the entire brain at 2 months. Wild-type male mice (C57BL/6) were purchased from Koatech (Pyeongtaek, South Korea). For pineal gland harvesting, the mice with 5 months of age were sacrificed under ether anesthesia. We took samples from all mice at the same time of the day [Zeitgeber time (ZT) 0.5] under conditions of 12 h in light and 12 h in dark. There was no noticeable difference in the phenotype between the pineal glands of wild type and 5xFAD mice. The pineal glands from five to seven mice were pooled in each sample, and four samples in each of wild type and 5xFAD group were prepared for the analysis. The experiment was performed in accordance with the recommendations of “96 Guidance for Animal Experiments” established by the Animal Ethics Committee at Chonnam National University. The experimental protocols were approved by the Animal Ethics Committee at Chonnam National University.

### RNA Sequencing

Total RNA from the pineal gland was extracted using TRIzol reagent (Thermo Fisher), and their integrity was checked using the Agilent 2100 BioAnalyzer (Agilent). Total RNA was treated with a Ribo-Zero Gold rRNA Removal Kit (Illumina) to remove ribosomal RNAs, and RNA sequencing libraries were constructed using a TruSeq Stranded Total RNA Kit (Illumina). The libraries were paired-end sequenced with 100 sequencing cycles on a HiSeq 2500 system (Illumina).

### Analysis of RNA Sequencing Data

By using FastQC, we assessed the quality of our sequencing data. When the median value of per base sequence quality was calculated from all sequencing libraries, the quality was shown to be very high across all nucleotides. The overall quality was satisfactory in all libraries as calculated from the high percentage of nucleotides with a quality score above 30 (Table 1).

**Table 1:** Sample information by nucleotide number and Phred quality score.

Name	Total reads	Total bases	GC rate	N rate	Q > 30 rate
WT-11	135,774,224	13,713,196,624	52.44%	0.05%	92.58%
WT-21	99,548,134	10,054,361,534	52.97%	0.11%	95.44%
WT-22	94,567,544	9,551,321,944	52.18%	0.11%	95.66%
WT-23	70,231,846	7,093,416,446	51.09%	0.17%	91.85%
5xFAD-1	90,584,572	9,149,041,772	48.79%	0.04%	92.89%
5xFAD-2	92,736,068	9,366,342,868	48.50%	0.04%	92.91%
5xFAD-3	102,258,980	10,328,156,980	48.22%	0.05%	93.18%
5xFAD-21	82,518,452	8,334,363,652	50.84%	0.13%	92.06%

The sequencing reads with low quality were trimmed using the Trimmomatic (Bolger et al., 2014). To quantify the expression levels of mRNAs and lncRNAs, we used two independent analysis pipelines and intersected the results as shown in our previous article (Yoon et al., 2019). In the first approach, the trimmed sequences were aligned into the mouse genome (mm10) using the STAR aligner (Dobin et al., 2013), while the Cuffnorm was used to calculate normalized values of fragments per kilobase of transcript per million mapped reads (FPKM) based on GENCODE annotation (Release M17, GRCm38.p6; Harrow et al., 2006; Trapnell et al., 2012). Those transcripts with average FPKM values less than 1 or those not detected in any sample were removed from the further analyses. To select the transcripts with a significantly different expression between the wild type and 5xFAD groups, the *t*-test was used. In the second approach, the Salmon tool was used to quantify expression levels of transcripts (Patro et al., 2017), while the edgeR package (Robinson et al., 2010) was used to select the transcripts with significantly differing expressions between wild type and 5xFAD groups. The results from these two pipelines were intersected, and only those transcripts with significantly different expressions in both approaches were selected for further analyses.

The unsupervised hierarchical clustering was performed with Cluster 3.0 (de Hoon et al., 2004) and the results were visualized using Java Treeview (Saldanha, 2004). For the clustering, FPKM values were log-transformed, and the genes and arrays were median-centered and normalized. Complete linkage analysis was used to examine hierarchical clustering using the centered-correlation method. Those mRNAs and lncRNAs with differential expressions between the wild type and 5xFAD groups as selected from each volcano plot were used for the clustering.

### Functional Analysis of mRNAs

For gene ontology (GO) enrichment analysis, we sorted the genes based on their expression differences between wild type and 5xFAD groups. Among them, the top 10% genes with higher expressions in the pineal gland from the 5xFAD group compared to the wild type group were selected for the GO analysis of the Molecular Signatures Database (Liberzon et al., 2011; The Gene Ontology Consortium, 2017). For the same group of genes, functional annotation clustering was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) tool (Huang da et al., 2009).

### Analysis of circRNA Expression

To detect the sequencing reads containing the back-splicing junction, the DCC algorithm was used (Cheng et al., 2016). Among the results, the exonic circRNAs, which are composed of only exonic sequences of host genes, were selected. The expression count for each circRNA was normalized by the count of total circRNA reads of each sample. To select circRNAs with differential expression between the wild type and 5xFAD groups, only circRNAs with average read numbers greater than 5 were used. To construct the regulatory network between circRNAs and miRNAs, we further selected the circRNAs with fold changes between the wild type and 5xFAD group of more than 2 and those with normalized expression counts higher than 10 among the differentially expressed circRNAs selected above.

### Prediction of miRNAs Targets

The TargetScan algorithm was used to predict the miRNA binding sites in the circRNA sequences (Agarwal et al., 2015). Among the miRNAs discovered in mice, we only used those that were “highly conserved” or “conserved” according to the annotation in the TargetScan database. After running the TargetScan to predict the miRNA binding sites in circRNAs, we only selected the targets with an “8mer site” or a “7mer-m8 site.” To draw the miRNA-circRNA interaction network, only the miRNAs with more than two binding sites in the circRNAs were used.

### Verification of the Circular Structure of circRNAs

Total RNA was treated with RNase R (Epicentre) for 20 min at 37°C to remove linear RNAs, and the enzyme was inactivated at 95°C for 3 min. The remaining RNAs were reverse-transcribed and amplified by PCR. The sequences of the PCR product were identified by Sanger sequencing to confirm the expected back-splice junctions of circRNAs. The list of PCR primers is included in Supplementary Table S4.

## Results

### Transcriptome Analysis of Pineal Gland From Mouse AD Model

The pineal gland produces melatonin, which has an important role in maintaining circadian rhythm. In addition, melatonin protects the neurons in AD by working as an antioxidant. However, no study to date has analyzed the transcriptome profile of the pineal gland from AD in part due to the difficulty in obtaining a sufficient amount of sample. To identify the protein-coding or noncoding RNAs associated with the physiology of the pineal gland of AD, we prepared the pineal gland from wild type and 5xFAD mice, a model of AD that accumulates high levels of Aβ_42_. We performed RNA sequencing for the total RNA and selected only the high-quality sequencing reads using Trimmomatic (Figure 1A; see the “Materials and Methods” section; Bolger et al., 2014).

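The glands of both groups carried pineal transcripts at a high level. Tph1, which encodes the first enzyme of melatonin synthesis, had a mean FPKM of 865 ± 295 (SD, n = 4 libraries) in the wild type group and 1252 ± 602 (SD, n = 4) in the 5xFAD group. App, the mouse gene for the precursor of Aβ, stood at 322 ± 20.9 and 308 ± 35.4 FPKM, a log2 fold change of −0.07 in 5xFAD over wild type (adjusted p = 0.884 from limma). Thy1, whose promoter drives the transgenes, lay at 0.48 (adjusted p = 0.842). The human sequences of the transgenes have no entry of their own in the mouse annotation, so these mouse genes say little about the transgenes. Each library came from the pooled pineal glands of 5 to 7 male mice, killed at 5 months of age and at zeitgeber time 0.5 h, which counts from lights on. The wild type mice were C57BL/6 mice from a different supplier than the 5xFAD mice, so supplier and genotype changed together. In a check of the stated sex against the data, 1 of 8 libraries did not match its group's labels. The values deposited by the authors are FPKM, made with STAR and Cuffnorm on the GENCODE M17 annotation of GRCm38 after ribosomal RNA had been removed from total RNA. The paper's Table 1 gives 70231846 to 135774224 reads per library. At this depth 1 fragment on a transcript of 2000 nt came to 0.0279 to 0.0455 FPKM, and an FPKM of 1 on such a transcript stood for 22 to 35.9 fragments. Group means were compared on log2(FPKM + 0.1) for the 13094 protein-coding genes and 700 lncRNAs with a mean FPKM of at least 1, and every fold change of a gene is on that scale. In Table 1 the share of unread bases was 0.04 to 0.05% in WT-11, 5xFAD-1, 5xFAD-2 and 5xFAD-3 and 0.11 to 0.17% in the other 4 libraries, so that genotype and a possible sequencing group overlap in part. The GC rate of Table 1 parted the groups fully, with 51.09 to 52.97% in wild type and 48.22 to 50.84% in 5xFAD. A technical difference that follows the GC rate of the libraries therefore cannot be told apart from genotype.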

**Figure 1:**
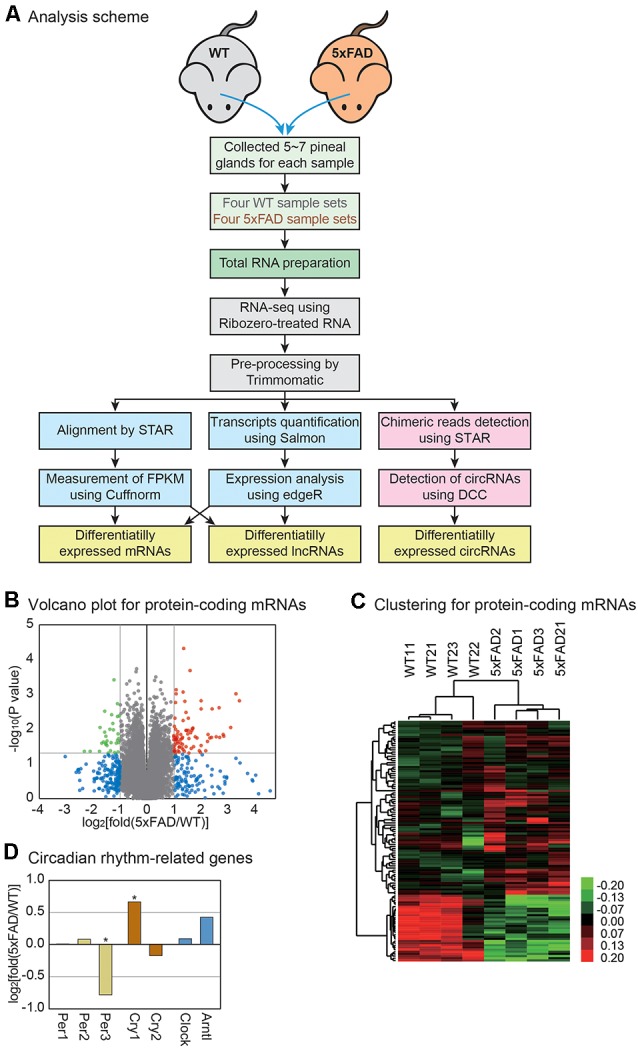
Transcriptome analysis of the mouse pineal gland with Alzheimer’s disease (AD). **(A)** Analysis scheme. The pineal glands were separated from the wild type and 5xFAD mice, and total RNAs were extracted for RNA sequencing analysis. The sequencing data were analyzed by two different pipelines, STAR-Cuffnorm and Salmon-edgeR, to identify differentially expressed mRNAs and lncRNAs. To quantify the circRNAs, chimeric reads were detected by STAR and circRNAs were measured by DCC. See the “Materials and Methods” section for details. **(B)** Volcano plot for protein-coding mRNAs. Those genes with *P*-value < 0.05 and those with a change greater than 2-fold are indicated by colored dots. **(C)** Clustering for protein-encoding mRNAs. For the selected genes from **(B)**, unsupervised hierarchical clustering was performed. The color bar represents the expression differences between the wild type and 5xFAD samples. Note that each group clustered together properly. **(D)** The expression level change of genes related to the circadian rhythm. *P*-value was calculated using a one-tailed *t*-test (* > 0.05).

In our previous study, we combined the results from two different pipelines for RNA sequencing analysis to increase the reliability of the expression measurement (Figure 1A; see the “Materials and Methods” section; Yoon et al., 2019). In the first pipeline, the sequences from each sample were aligned to the mouse genome by STAR, while the expression level of each gene was measured by Cuffnorm (Trapnell et al., 2012; Dobin et al., 2013). Then, the expression difference between the wild type and 5xFAD groups was calculated. In the second method, the expression of each transcript was quantified by Salmon, while the difference in the expression level was calculated using edgeR (Robinson et al., 2010; Patro et al., 2017). The results from the two approaches were compared (Supplementary Table S1) and only the genes that were changed in both analyses were used in further studies (Figure 1).

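The protein-coding genes with the smallest adjusted p were a thyroxine carrier, a nucleolar gene and its neighbour, a zinc finger gene and a predicted gene of chromosome 12. At an adjusted p under 0.05 from limma, 5 protein-coding genes differed, 4 of them higher in 5xFAD and 1 lower, and in 4 of the 5 a whole group is listed at 0. Ttr encodes transthyretin and is an abundant transcript of the choroid plexus. It is listed at 0 in all 4 5xFAD libraries and at 15895, 18764, 9440 and 19630 FPKM in WT-11, WT-21, WT-22 and WT-23. Cmss1, on chromosome 16 of GRCm38 from 57302000 to 57606864, is listed at 0 in the wild type libraries and at 39.8, 41.2, 21.2 and 38.6 FPKM in 5xFAD-1, 5xFAD-2, 5xFAD-3 and 5xFAD-21. Filip1l lies within Cmss1 on the other strand and is listed at 0 in wild type and at 11.1, 13.7, 13 and 8.57 FPKM in 5xFAD. Zc3h7a, on the same chromosome, is listed at 0 in wild type and at 16.8, 16.5, 20.3 and 16.2 FPKM in 5xFAD. A listed 0 did not always mean that reads were lacking. Malat1, an abundant nuclear RNA, is listed at 0 in all 8 libraries, while 7 back-splice junctions of Table S3 lie inside it with 192 counts in wild type and 132 in 5xFAD. A junction inside Filip1l had 4 counts in wild type and 12 in 5xFAD. No fold change is therefore given for these genes.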

### Analysis of mRNA Changes in the Pineal Gland With AD

For the analysis of protein-encoding mRNAs, we first selected the mRNAs whose expressions differed between the wild type and 5xFAD groups. 

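Gm10479, a predicted gene, was the gene past an adjusted p of 0.05 with values above 0 in both groups. It lies on chromosome 12 from 19292813 to 19301264 and had 0.876 ± 0.397 FPKM (SD, n = 4) in wild type and 7.33 ± 1.59 FPKM (SD, n = 4) in 5xFAD, a log2 fold change of 2.99 (standard error 0.31, adjusted p = 0.0148 from limma). Its reads may be shared with near-identical copies, which leaves its source uncertain, and the GENCODE M21 annotation lists it as a lincRNA. It no longer passed without WT-21, WT-23, 5xFAD-1, 5xFAD-3 or 5xFAD-21, each left out alone (adjusted p from 0.0626 to 0.122). Gm10479 also did not pass with the share of unread bases as a term (0.104), or over genes above 0 in every library, where the genes listed at 0 leave the adjustment (0.0717). Here and below, that term sets libraries of low share against those of high share and does not use the share itself. The log2 fold change of Gm10479 was 2.87 and 2.99 in these fits and 2.81 to 3.22 with single libraries left out. The next places went to the genes with the smallest p whose 5xFAD libraries all lay on one side of the wild type libraries, and these did not pass. Scgn, which encodes secretagogin, a calcium sensor of neuroendocrine cells, had 1.85 ± 1.97 and 20.2 ± 6.98 FPKM, a log2 fold change of 3.74 (standard error 0.57, adjusted p = 0.186). Prrxl1, a homeobox gene of sensory neurons, stood at 3.3, Guca1a, a photoreceptor activator of guanylate cyclase, at 1.09 and Hsf4, a heat shock transcription factor, at 1.35. Ccnd2, a cyclin gene, had 44.4 ± 6.28 and 19.1 ± 3.46 FPKM, a log2 fold change of −1.22 (standard error 0.16, adjusted p = 0.0869). Below it came Cacna1g, a calcium channel gene, at −0.71, Ptprs at −0.64, Armcx4 at −0.97, Vcan at −1.04, Cmtr2 at −0.72 and Gucy2f, a retinal guanylate cyclase gene, at −1.25. WT-22 set much of this outcome. It had 4.80 FPKM of Scgn, where the other wild type libraries had 0.715 to 0.958, and 0.962 FPKM of Prrxl1. Without WT-22, 94 genes passed in place of 5, among them Scgn and Prrxl1 (adjusted p = 0.00236 for each), Guca1a and Hsf4 (0.0312 for each) and Ccnd2 (0.0192). The thresholds of Figure 1B, an unadjusted p under 0.05 and a change of at least 2-fold, gave 114 genes higher in 5xFAD and 46 lower, and 59 and 17 of these had all libraries of 1 group above those of the other. These counts were 200 and 264 without WT-22, and 75 and 26 without WT-21. With the share of unread bases as a term 128 genes were higher and 317 lower, so the balance of directions turned. Over all tested genes, 1036 had an unadjusted p under 0.05, and 276 had every 5xFAD library above and 292 every 5xFAD library below wild type, 4.34% of genes where chance gives 2.86%.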

There were 81 genes with significantly increased expression and 31 genes with significantly decreased expression (Figure 1B). The unsupervised hierarchical clustering for those genes showed clear separation of the sample into the wild type and 5xFAD groups, respectively (Figure 1C).

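Clustered by all genes that entered the test in place of selected ones, 7 of 8 libraries shared a branch with most of their own group, and WT-22 stood on the branch of the 4 5xFAD libraries. By Spearman correlation 5xFAD-3 stood with WT-11 and WT-21, and both WT-22 and WT-23 with the other 5xFAD libraries. On the first principal component, which held 37.8% of the variance, WT-22 lay at 42.9 and 5xFAD-21 at 40.1, while WT-11, WT-21 and WT-23 lay at −53.0, −44.4 and −13.7 and the other 5xFAD libraries between 0.84 and 23.2. The genes of bone were lowest in WT-22 and 5xFAD-21 too. Bglap, which encodes the bone protein osteocalcin, had 20.9 ± 14.2 FPKM (SD, n = 4) in wild type and 5.33 ± 6.62 FPKM (SD, n = 4) in 5xFAD. The osteoblast and osteocyte markers together, as a mean log2 deviation from each gene's mean, stood at 2.23, 1.29, −2.05 and 0.88 in WT-11, WT-21, WT-22 and WT-23 and at −0.60, 1.12, −0.46 and −2.42 in 5xFAD-1, 5xFAD-2, 5xFAD-3 and 5xFAD-21. The markers of bone marrow neutrophils, such as Ngp and Camp, stood at 2.22, 0.80, −2.31 and 0.32 and at −0.69, 0.74, 1.25 and −2.33 in the same order. The genes that passed the thresholds of Figure 1B placed all 8 libraries with their own group. The same selection was run for each of the 35 ways to part the libraries into 4 and 4, and in 21 of them the selected genes parted the libraries exactly as they had been split.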

Because the pineal gland is the central organ governing circadian rhythm, we investigated the expressions of the genes related to this process. 

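Per3, a gene of the negative limb of the molecular clock on chromosome 4, had 18.6 ± 5.51 FPKM (SD, n = 4) in wild type and 10.7 ± 4.93 FPKM (SD, n = 4) in 5xFAD, a log2 fold change of −0.91 (standard error 0.40, adjusted p = 0.626 from limma). Cry1, a repressor of the same loop on chromosome 10, had 3.45 ± 0.45 and 5.25 ± 1.59 FPKM, a log2 fold change of 0.55 (standard error 0.23, adjusted p = 0.607). Both groups overlapped for both genes, and 5xFAD-2 held the lowest Per3 at 4.13 FPKM and the highest Cry1 at 7.26 FPKM. The other 5 clock genes of Figure 1D stayed closer to 0, with Arntl at 0.37, Clock at 0.01 (−0.02 after quantile normalization), Per2 at −0.12, Per1 at −0.16 and Cry2 at −0.17. Over the 7 genes, the clock core list, the median was −0.12 (camera, adjusted p = 0.966) and 0 passed, also when adjusted over the list alone. At an unadjusted p under 0.05, Cry1 was higher and Per3 lower. The list was shown by the study for these samples, so a direction in it is not independent evidence. The sign of the median changed without 5xFAD-1, to 0.11. With all 8 libraries the lists of clock output genes, melatonin synthesis and pinealocyte identity did not pass. Dbp, an output gene, had 67.7 ± 22.3 FPKM in wild type and 41.4 ± 35.1 FPKM in 5xFAD, and the median of 16 genes of the clock output and accessory list was −0.13 (adjusted p = 0.865). The 8 genes of melatonin synthesis, with Qdpr and Spr among them, had a median of 0.25 (adjusted p = 0.103), and this list passed without WT-22 (adjusted p = 0.0255) and without 5xFAD-3 (0.0456). Its rate-limiting gene Aanat, which glands make at night, had 0.943 to 7.58 FPKM in 7 libraries and 34.8 FPKM in 5xFAD-2. The 16 pinealocyte genes had a median of 0.05 (adjusted p = 0.309), with Gngt1 at 1.16, Sag at 0.89 and Neurod1 at 0.59 among the higher ones, and passed without WT-22 (0.0235). Genes that cAMP induces in the gland at night, such as Crem, had a median of 0.45 over 11 genes (adjusted p = 0.0538). That list, night-induced by cAMP, passed without WT-21 (0.0415), 5xFAD-1 (0.00415) or 5xFAD-3 (0.0351), and its median was −0.002 without 5xFAD-2 and 5xFAD-21 together. With all 8 libraries it passed at a pseudocount of 1 (median 0.40, adjusted p = 0.0432), but not with an estimated correlation (0.64).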

Among the genes, we noticed a lower expression of period circadian clock 3 (Per3) and a higher expression of cryptochrome 1 (Cry1) in the pineal glands of 5xFAD mice compared to those of wild type mice (Figure 1D). It was reported that Per3 and Cry1 regulated circadian feedback loops to generate 24-h oscillations (Reppert and Weaver, 2002). These clock genes are expressed in the pineal gland and provide information to other central and peripheral structures (Fukuhara et al., 2000; Takekida et al., 2000; Yamazaki et al., 2000). Therefore, there might be an alteration in the circadian regulation in the pineal gland of AD.

To identify the cellular pathways affected in the pineal gland of AD, we first performed the GO analysis for increased genes in the 5xFAD vs. wild type group (The Gene Ontology Consortium, 2017). The most significantly enriched terms included those related to cellular transport and protein localization (Figure 2A). 

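With all 8 libraries no list of membrane traffic genes passed. Rab27a, which tethers secretory vesicles, had 12.9 ± 3.69 FPKM (SD, n = 4) in wild type and 23 ± 7.38 FPKM (SD, n = 4) in 5xFAD, a log2 fold change of 0.81 (standard error 0.26, adjusted p = 0.562 from limma). Rab5a, of early endosomes, stood at 0.30, and Vps37a, of the sorting of cargo into multivesicular bodies, at 0.48. The 51 Rab GTPases had a median of 0.07 (camera, adjusted p = 0.0559), and this list passed without WT-21 (adjusted p = 0.0179) and without 5xFAD-3 (0.0406). The other lists of transport genes did not pass. Their medians were 0.03 for 60 sorting nexins and Vps genes (adjusted p = 0.352), 0.02 for 34 SNAREs (0.688), −0.03 for 30 genes of COPI, COPII and TMED coats (0.93), 0.03 for 22 importins and exportins (0.728) and −0.05 for 27 kinesins (0.574). After quantile normalization the medians of the SNAREs and of the importins and exportins lay just below 0, and with equal protein-coding totals that of the coats just above it. Kif21b, a kinesin of dendrites and growth cones, lay lower at −0.91. None of these genes passed when adjusted over all genes tested, and the lists were written from gene families, not from the terms of Figure 2A.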

Many studies suggested that the process related to protein sorting is defective in the neurons of AD (Small and Gandy, 2006). 

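Myo9b, an unconventional myosin, had 14.7 ± 1.84 FPKM (SD, n = 4) in wild type and 9.51 ± 1.20 FPKM (SD, n = 4) in 5xFAD, a log2 fold change of −0.62 (standard error 0.13, adjusted p = 0.428 from limma). Myo19, the mitochondrial myosin, stood at −0.50, and Myo18a at −0.31. Of 31 myosin genes, 26 had a log2 fold change below 0, and the median was −0.31 (camera, adjusted p = 5.34e-04, and adjusted p = 0.64 with an estimated correlation). Of these, 4 were lower and 0 higher at an unadjusted p under 0.05. When adjusted over all genes 0 passed, and 1 passed when adjusted over the list alone, which is not independent evidence because the study picked the family on these samples. The 5 sarcomeric myosins that were measured had a median of 0.03 (adjusted p = 0.951), which lay below 0 with equal protein-coding totals. The median of all 31 was −0.18 without 5xFAD-1, and without the filter on low values the myosin list had 49 genes and a median of −0.17 (0.00649). The smooth muscle and pericyte list, which shares Myh11, the lowest of the 31, with the myosins, lay lower too, with a median of −0.58 (adjusted p = 0.0175, and adjusted p = 0.64 with an estimated correlation), and did not pass without WT-11 (0.169), WT-21 (0.055) or 5xFAD-21 (0.243).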

Interestingly, the expression of myosin genes was globally decreased in the 5xFAD group compared to the wild type group (Supplementary Figure S1A). Thus, the processes related to the movement of cellular molecules including proteins might also be dysregulated in the pineal gland of AD. We also performed a functional analysis of increased genes using the DAVID functional annotation tool (Huang da et al., 2009). Interestingly, all three of the most highly enriched clusters were related to the cellular pathway of protein folding (Figure 2B). In diverse human diseases of the brain including AD and Parkinson’s disease, misfolded proteins are commonly observed (Chiti and Dobson, 2017). In the brain of AD, Aβ is highly accumulated, leading to a problem in the protein folding process within the neurons. Therefore, a similar defect in protein folding occurs in the pineal gland of AD. 

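Chaperone genes stood above wild type in 5xFAD as a group. Hspa5, the main chaperone of the endoplasmic reticulum, had 188 ± 20.8 FPKM (SD, n = 4) in wild type and 303 ± 85.9 FPKM (SD, n = 4) in 5xFAD, a log2 fold change of 0.65 (standard error 0.22, adjusted p = 0.58 from limma). Dnajb2, a neuronal co-chaperone, had 19.5 ± 3.08 and 31.5 ± 6.86 FPKM, a log2 fold change of 0.67 (standard error 0.17, adjusted p = 0.521). Hspe1, the mitochondrial co-chaperonin, stood at 0.39, Hsph1 at 0.58, Dnajb4 at 0.55, and Dnajc12, a co-chaperone of the hydroxylases that make serotonin and dopamine, at 0.81. Among the small heat shock proteins Hspb1 stood at 0.97, Cryab at 0.71 and Hspb6 at 0.73, and Hspb6 passed without WT-22 (adjusted p = 0.0455). In 5 lists of chaperone genes 84 lay above 0 and 17 below it, and the chaperones together had a median of 0.23 (camera, adjusted p = 1.31e-09, and adjusted p = 0.64 with an estimated correlation). Unadjusted, 20 were higher and 0 lower at a p under 0.05, and 8 had every 5xFAD library above every wild type library. When adjusted over all genes 0 passed, and 0 passed when adjusted over the list alone. By class, the median was 0.36 for 15 ER chaperones (adjusted p = 1.51e-05), 0.29 for 32 HSP70, HSP90 and HSP60 chaperones (2.39e-06), 0.55 for 6 small heat shock proteins (0.0115), 0.16 for 14 genes of TRiC and prefoldin (0.00382) and 0.11 for 39 DnaJ co-chaperones (0.00126). With an estimated correlation the adjusted p was 0.64 for each class and for the heat-inducible list. Without a filter the 10 small heat shock proteins had a median of 0.13 (0.063). TRiC and prefoldin no longer passed without 5xFAD-1 (0.0545). The 12 genes that heat shock induces, the heat-inducible list, had a median of 0.46 (6e-07). Hspa1a, the classic gene of that response, had 23.4 FPKM in 5xFAD-2 and 9.75 FPKM in 5xFAD-21 and 1.53 to 1.88 FPKM in the other 6 libraries, and without the heat-inducible genes the median of the chaperones together was 0.19 (2.75e-07). From the enriched clusters of protein folding among the increased genes, and from the misfolded proteins of the AD brain, the paper concludes that protein folding is defective in the pineal gland of AD too.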

We also noticed the global decrease in collagen genes (Figure 2C). 

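Col11a2, a fibrillar collagen gene of cartilage, had 36.8 ± 29.3 FPKM (SD, n = 4) in wild type and 4.48 ± 3.08 FPKM (SD, n = 4) in 5xFAD, a log2 fold change of −2.60 (standard error 0.95, adjusted p = 0.593 from limma). Without WT-22 this gene passed, with a log2 fold change of −3.56 (adjusted p = 0.0455). Col1a1, the main collagen of bone and of fibrous tissue, had 1091 ± 786 and 201 ± 145 FPKM, a log2 fold change of −2.18 (standard error 1.06, adjusted p = 0.639). Of the 35 collagen genes of Figure 2C, 31 lay below 0, and the median was −0.61 (camera, adjusted p = 3.34e-04, and adjusted p = 0.64 with an estimated correlation). At an unadjusted p under 0.05, 1 was lower and 0 higher. None passed when adjusted over all genes or adjusted over the list alone, and the study chose this list on the same samples, so it is not independent evidence. The 10 fibrillar collagens had a median of −1.45 and the 8 of basement membranes a median of −0.10. The collagen genes, as the osteoblast genes, were highest in WT-11 and WT-21 and lowest in 5xFAD-21 and WT-22. Their mean log2 deviation was 1.12, 0.84, −0.74 and 0.28 in WT-11, WT-21, WT-22 and WT-23 and −0.33, 0.04, −0.11 and −1.10 in 5xFAD-1, 5xFAD-2, 5xFAD-3 and 5xFAD-21, so both groups overlapped. The osteoblast and osteocyte list, with Sp7 and Ifitm5, had a median of −1.38 over 8 genes (adjusted p = 0.0246, and adjusted p = 0.64 with an estimated correlation). It no longer passed without WT-11 (0.28), WT-21 (0.055) or 5xFAD-21 (0.287). The 12 genes of meningeal fibroblasts, with Igf2 and Lum, had a median of −0.09 (adjusted p = 0.778), and its sign changed without WT-11, WT-21 or 5xFAD-21.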

Because collagen has a protective role for neurons, its decreased expression might affect the impaired function of the pineal gland in patients with AD (Cheng et al., 2009).

**Figure 2:**
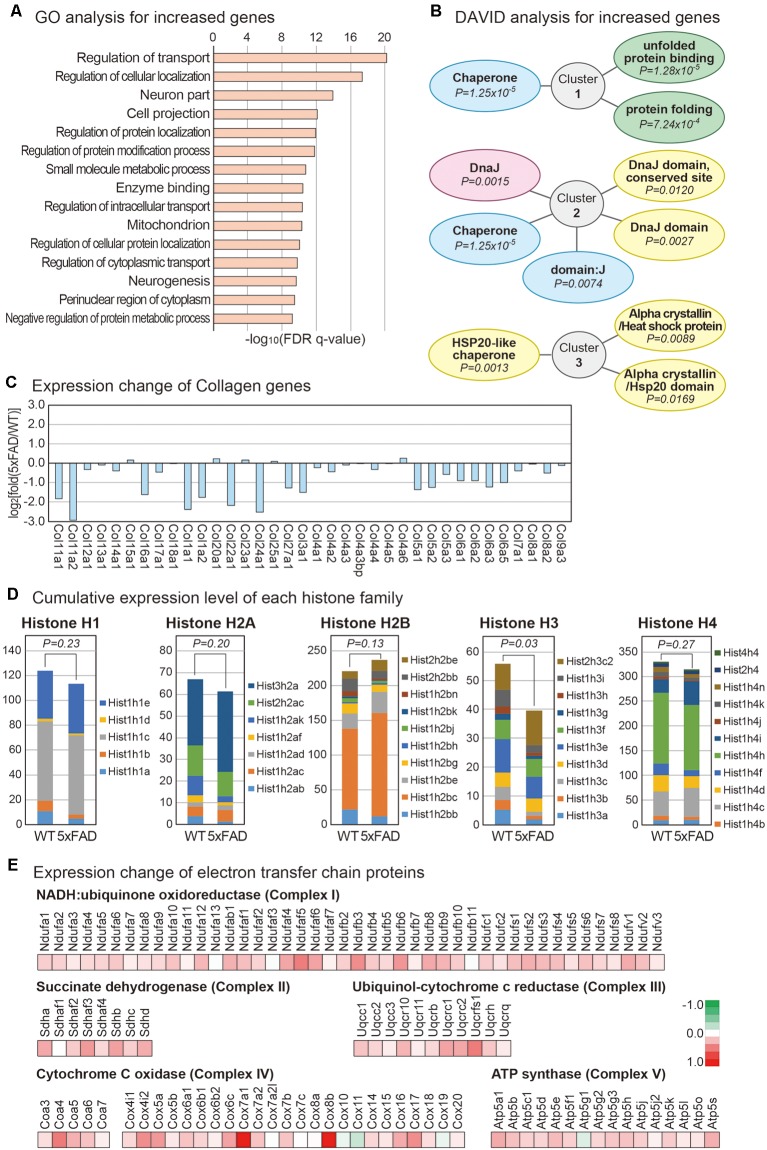
Analysis of mRNAs changes in the mouse pineal gland with AD. **(A)** Gene ontology (GO) analysis of increased protein-coding mRNAs in the pineal gland from 5xFAD vs. wild type mice. The top 15 GO terms based on the false discovery rate (FDR) *q*-value are shown. **(B)** Database for Annotation, Visualization and Integrated Discovery analysis for increased protein-coding mRNAs. The top three enriched clusters are visualized. **(C)** Expression changes in the collagen genes are shown. **(D)** Expression of histone gene groups. The sum of fragments per kilobase of transcript per million mapped reads value for the members of each histone group was calculated. A one-tailed *t*-test was applied to calculate the *P*-value. **(E)** Expression changes for the members of the electron transfer chain in mitochondria. The expression changes for members from each mitochondria complex between the pineal glands from the wild type and 5xFAD groups are shown.

Analysis of histone gene expression revealed that the expression of overall histone genes is decreased in the pineal gland of 5xFAD mice compared to wild type mice (Supplementary Figure S1B). 

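Replication-dependent histone genes lay mostly lower in 5xFAD. Hist1h2bm had 5.16 ± 3.01 FPKM (SD, n = 4) in wild type and 0.995 ± 0.306 FPKM (SD, n = 4) in 5xFAD, a log2 fold change of −2.08 (standard error 0.47, adjusted p = 0.478 from limma). Hist1h4d, with 33.0 ± 5.05 and 23.7 ± 1.01 FPKM, had a log2 fold change of −0.47 (standard error 0.12), and Hist1h2bn stood at −1.49. Of 53 Hist-named genes, 39 lay below 0 and 14 above it, and the median was −0.56 (camera, adjusted p = 8.55e-05, and adjusted p = 0.64 with an estimated correlation). There were 14 lower and 3 higher genes at an unadjusted p under 0.05. When adjusted over all genes 0 passed, and 2 passed when adjusted over the list alone. Without WT-22 the genes Hist1h2bm, Hist1h2bn, Hist1h3a and Hist1h2bk passed over all genes (adjusted p from 0.031 to 0.0481). With a minimum mean of 5 FPKM the median of all Hist-named histones was −0.25 (0.0573), that of histone H3 was −0.13 (0.563), and histone H4 stayed at −0.47 (0.0328). Markers of dividing cells, which make these histones, lay lower as well. Mki67 stood at −1.17, Top2a at −1.38, Ccna2 at −0.66 and Birc5 at −1.04, and the 9 genes of the proliferation list had a median of −0.59 (adjusted p = 0.00628, and adjusted p = 0.64 with an estimated correlation). This list did not pass without WT-11 (0.0732). The mean log2 deviation of the Hist-named histones was 0.49, 0.52, −0.27 and 0.17 in WT-11, WT-21, WT-22 and WT-23. Among these, WT-22 was also lowest for the proliferation (−0.52), bone marrow neutrophil (−2.31) and osteoblast and osteocyte lists (−2.05). Among the 5xFAD libraries the histones were lowest in 5xFAD-1 (−0.39) and the other lists in 5xFAD-21. A share of bone or marrow cells in the lower histones was not tested.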

Interestingly, the FPKM values of most decreased genes were low, while those of some increased genes were relatively higher. This expression change resulted in a non-meaningful difference overall when we considered the expression level of each histone group by combining the FPKM for each histone class. Thus, there was no difference in the total amount of most histone classes, although there was a redistribution on histone expression in each gene class. However, the overall transcripts dosage of histone H3 class decreased significantly in the 5xFAD group compared to the wild type group (Figure 2D). 

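The summed FPKM of the 10 histone H3 genes of Figure 2D was 55.8 ± 14.7 (SD, n = 4) in wild type and 39.5 ± 3.43 (SD, n = 4) in 5xFAD, a difference of −16.3 FPKM or −29.2%. In an exact permutation test over the 70 ways to choose 4 of 8 libraries, p was 0.114 two-sided and 0.0571 one-sided, and the Benjamini-Hochberg adjusted p over the 5 classes was 0.571. The sums were 59.7, 73.2, 38.0 and 52.4 in WT-11, WT-21, WT-22 and WT-23 and 34.9 to 42.8 in 5xFAD, so that WT-22 alone overlapped with 5xFAD. Without WT-22 the difference was −22.2 FPKM (exact two-sided p = 0.0286, the smallest that 4 against 3 allow). Among single H3 genes Hist1h3a stood at −1.31 and Hist1h3e at −0.56 on the log2 scale, and 9 of 10 lay below 0 with a median of −0.92 (camera, adjusted p = 0.00336, and adjusted p = 0.64 with an estimated correlation). With a minimum mean of 5 FPKM, 3 genes of the histone H3 list were left, with a median of −0.13 (adjusted p = 0.563). None of the other sums passed. H1 stood at 124 ± 22.5 in wild type and 114 ± 2.75 in 5xFAD (exact two-sided p = 0.514), H2A at 66.9 ± 10.5 and 61.3 ± 4.26 (exact p = 0.371), H2B at 221 ± 9.78 and 237 ± 24.1 (exact p = 0.257) and H4 at 321 ± 39.7 and 303 ± 25.2 (exact p = 0.571). Without WT-22 the H1 sum differed by −19.1 and the H2A sum by −10.0 FPKM (exact p = 0.0286 for each), and without WT-21 the sign of the H4 difference changed, to 1.97. Taken gene by gene, H1 had a median of −0.57 (camera, adjusted p = 0.0493), H2A of −0.24 (0.444), H2B of −0.49 (0.333) and H4 of −0.47 (0.0312), and with an estimated correlation the adjusted p was 0.64 for H1 and for H4. The H1 list did not pass without WT-11, WT-21, WT-23, 5xFAD-1, 5xFAD-2 or 5xFAD-21, the histone H4 list not without WT-21 (0.137) or 5xFAD-3 (0.0682), and the histone H2B list passed without WT-22 (0.0255). When adjusted over the list alone, 1 H1, 0 H2A, 5 H2B, 0 H3 and 3 H4 genes passed, which is not independent evidence since Figure 2D shows these genes.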

Histone influences overall DNA metabolism, such as DNA repair (Singh et al., 2009), and histone dosage controls DNA damage sensitivity in a checkpoint-independent manner in cells (Liang et al., 2012). Therefore, the dysregulation of histone dosage may have a role in the cellular physiology of the pineal gland of AD.

Strikingly, the expression of nearly all components of the electron transfer chain increased in the 5xFAD group compared to the wild type group (Figure 2E). 

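Ndufaf5, which assembles complex I, had 11.5 ± 1.62 FPKM (SD, n = 4) in wild type and 16.2 ± 0.994 FPKM (SD, n = 4) in 5xFAD, a log2 fold change of 0.50 (standard error 0.12, adjusted p = 0.521 from limma). Coa4, an assembly factor of complex IV, had 4.62 ± 0.495 and 6.58 ± 0.745 FPKM, also a log2 fold change of 0.50. Sdha of complex II stood at 0.31, Uqcrfs1 of complex III at 0.41, Cox16 at 0.31 and Atp5a1 of complex V at 0.30. Of the 108 genes of Figure 2E, 98 lay above 0, and the median of the electron transfer chain was 0.18 (camera, adjusted p = 2.75e-07, and adjusted p = 0.64 with an estimated correlation). At an unadjusted p under 0.05, 5 were higher and 0 lower. None passed when adjusted over all genes or adjusted over the list alone, which would not be independent evidence since the study shows this list. The medians were 0.18 for 44 genes of complex I (adjusted p = 4.59e-05), 0.22 for 8 of complex II (0.0265), 0.21 for 11 of complex III (0.041), 0.16 for 29 of complex IV (0.00207) and 0.18 for 16 of complex V (0.0112). With an estimated correlation the adjusted p was 0.64 for complexes I, II and IV and 0.669 for complexes III and V. The 13 mitochondrially encoded genes had a median of 0.01 (0.814), with 7 above 0 and 6 below it. Their log2 fold changes ran from −0.41 to 0.57, too wide to tell whether they followed the chain. Their listed values were also low. mt-Atp8, mt-Atp6, mt-Nd3 and mt-Co3 had 1.625 to 28.8 FPKM across the libraries, where the nuclear gene Atp5a1 had 251 to 473 FPKM. Whether all of their reads were counted was not tested. A difference between the lists was not tested. Complexes II to V no longer passed with single libraries left out. Without WT-11 the adjusted p was 0.186 for complex II, 0.454 for complex III, 0.0761 for complex IV and 0.266 for complex V, and without 5xFAD-2 it was 0.109 for complex II, 0.267 for complex III and 0.114 for complex V. Complexes II and III also did not pass without 5xFAD-1, and complexes II, III and V not without 5xFAD-21. The size of the shift rested on a few libraries. The mean log2 deviation of the electron transfer chain was −0.40, −0.14, 0.12 and 0.02 in WT-11, WT-21, WT-22 and WT-23 and 0.07, 0.38, −0.22 and 0.16 in 5xFAD-1, 5xFAD-2, 5xFAD-3 and 5xFAD-21. Its median was 0.09 without WT-11, 0.10 without 5xFAD-2 and 0.28 without 5xFAD-3. Without 5xFAD-2 and 5xFAD-21 together, which was tried after the values were seen, the median of the electron transfer chain was 0.02 and the list did not pass (adjusted p = 0.383). Cox8b and Cox7a1, which brown fat and muscle express, had 271 and 184 FPKM in 5xFAD-2 and at most 69.3 and 37.3 FPKM elsewhere. Genes of fat cells such as Ucp1 were high in that library as well.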

The electron transfer chain creates a proton gradient across the inner membranes of mitochondria, driving the synthesis of adenosine triphosphate (ATP). One study showed that ATP is involved in the inhibition of melatonin synthesis in the rat pineal gland (Souza-Teodoro et al., 2016). Thus, it would be interesting to study whether the increased expression of electron transfer chain complexes might affect the physiology of AD pineal glands.

### Analysis of lncRNAs Change in the Mouse Pineal Gland With AD

Although lncRNAs are involved in diverse aspects of cellular processes, no study to date has profiled the lncRNAs in the pineal glands of AD. To identify lncRNAs that are dysregulated in the pineal gland of AD, we analyzed the expression level of lncRNAs from the RNA sequencing data produced above. Diverse types of lncRNA genes exist in the genome as annotated in GENCODE (Harrow et al., 2006). Among those classes, we selected long intergenic noncoding RNA (lincRNA), antisense RNA, the processed transcript, and the bidirectional promoter lncRNA for further analysis (Figure 3A) because these classes are more likely to be transcribed as RNA transcripts than other classes such as pseudogenes. Among them, we selected the lncRNAs with a significant difference in their expression between the pineal glands of the wild type and 5xFAD groups (Figure 3B, Supplementary Table S2). 

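Of the lncRNAs of Table S2 that were higher in every 5xFAD library than in every wild type library, those with the smallest p were RP23-83I13.10, RP23-479J7.2, RP23-47P3.3 and RP24-344N22.1. RP23-83I13.10, a lincRNA on chromosome 11, had 1.96 ± 0.907 FPKM (SD, n = 4) in wild type and 5.64 ± 0.864 FPKM (SD, n = 4) in 5xFAD, a log2 fold change of 1.58 (standard error 0.32, adjusted p = 0.374 from limma). RP24-344N22.1, at a bidirectional promoter, stood at 0.82. The same choice in the other direction gave AC139064.2 at −0.61, RP23-192P17.5 at −0.46, RP23-325M7.3 at −0.45 and Firre, an X-linked RNA of nuclear organization, at −0.59 (29.4 ± 0.945 and 20.1 ± 5.85 FPKM). None of these passed. Of the 700 lncRNAs of Table S2, limma called 0 at an adjusted p under 0.05, and 63 had an unadjusted p under 0.05. The thresholds of Figure 3B, an unadjusted p under 0.1 and a change of at least 1.5-fold, left 45 higher and 15 lower, of which 10 and 3 had no overlap between the groups. These counts were 76 and 31 without WT-22, with 1 lncRNA past the adjusted threshold. Without WT-11, 26 were lower, and without 5xFAD-2, 6 were. RP23-81C12.1, a lincRNA on chromosome 17 from 39843013 to 39846341 that Table S2 lacks, is listed at 0 in all wild type libraries and at 1892, 1723, 3293 and 4426 FPKM in 5xFAD-1, 5xFAD-2, 5xFAD-3 and 5xFAD-21. No fold change is given for it.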

The unsupervised clustering analysis for those selected lncRNAs showed a clear separation of samples into the wild type and 5xFAD groups (Figure 3C).

**Figure 3:**
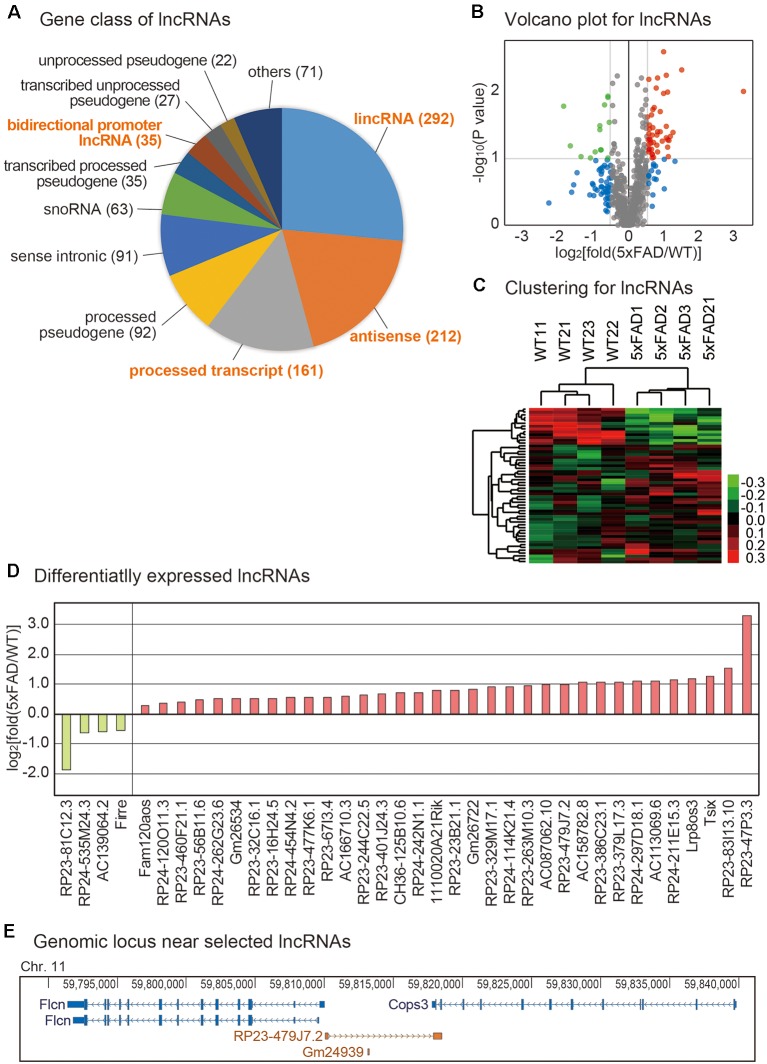
Analysis of lncRNAs changes in the mouse pineal gland with AD. **(A)** Distribution of identified lncRNAs from pineal gland samples based on the GENCODE annotation. The number of identified lncRNAs for each lncRNA class is shown in parentheses. **(B)** Volcano plot for lncRNAs. Those genes with *P*-value < 0.1 and those with expression changes >50% in the 5xFAD group compared to the wild type group are indicated with colored dots. **(C)** Clustering for lncRNAs. For the selected lncRNAs from **(B)**, unsupervised hierarchical clustering was performed. The color bar representing the expression difference between the wild type and 5xFAD groups is shown. **(D)** List of differentially expressed lncRNAs between the pineal gland from the wild type and 5xFAD groups. **(E)** Genomic information near the locus of lncRNA RP23-479J7.2 and its near protein-coding genes, Flcn and Cops3. The genomic information data were downloaded from the Genome Browser (Kent et al., 2002).

Among the differentially expressed lncRNAs, we selected the lncRNAs with highly significant expression changes (Figure 3D). Because the genes closely located in the genomic location have a higher tendency to be influenced by a common signaling pathway (Lee and Sonnhammer, 2003; Michalak, 2008), we investigated the protein-coding gene with a known function related to neuronal processes near each lncRNA. For example, the most highly increased lncRNA, RP23-47P3.3, and the most highly decreased lncRNA, RP23-81C12.3, have no neighboring protein-encoding genes in their vicinity. However, RP23-479J7.2, which we confirmed its expression change (Supplementary Figure S2A) had its neighboring gene, Cops3, which resided in the genomic locus commonly deleted in patients with Smith-Magenis syndrome (Figure 3E; Potocki et al., 2000). Thus, it is possible that they are regulated under the common signaling pathway.

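RP23-47P3.3 is a lincRNA on the plus strand of chromosome 12 from 19044706 to 19055179. It stood at 0.65, 1.77, 20.6 and 1.59 FPKM in WT-11, WT-21, WT-22 and WT-23 and at 24.7, 39.8, 54.2 and 123 FPKM in 5xFAD-1, 5xFAD-2, 5xFAD-3 and 5xFAD-21. Its log2 fold change was 4.26 (standard error 0.95, adjusted p = 0.374 from limma), and without WT-22, whose value lay near the 5xFAD libraries, it was 5.25 (adjusted p = 0.00835). The nearest gene of the protein-coding class in the deposited table is Gm10479, 237634 nt away, which lay higher in 5xFAD too. RP23-81C12.3 is a lincRNA on the plus strand of chromosome 17 from 39846958 to 39848788. It stood at 5343, 2401, 2991 and 1310 FPKM in WT-11, WT-21, WT-22 and WT-23 and at 529, 488, 823 and 1470 FPKM in the 5xFAD libraries. Its log2 fold change was −1.83 (standard error 0.49, adjusted p = 0.399), and 5xFAD-21 lay above WT-23. Over its whole length of 1831 nt it overlaps Rn18s-rs5, which the annotation lists as a ribosomal RNA gene on the other strand, so its value cannot be told from ribosomal RNA left after depletion. The nearest protein-coding gene is Esp38, 101732 nt away.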

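RP23-479J7.2 is an antisense RNA on the plus strand of chromosome 11 from 59810080 to 59818491. It had 2.18 ± 0.511 FPKM (SD, n = 4) in wild type and 4.38 ± 0.703 FPKM (SD, n = 4) in 5xFAD, a log2 fold change of 0.99 (standard error 0.21, adjusted p = 0.374 from limma), with every 5xFAD library above every wild type library. Cops3, which encodes a subunit of the COP9 signalosome, lies on the minus strand from 59817795 to 59839838, and the last 697 nt of RP23-479J7.2 overlap its end. Cops3 had 41.3 ± 6.40 and 45.6 ± 7.47 FPKM, a log2 fold change of 0.14 (adjusted p = 0.814). Flcn, the folliculin gene, starts 64 nt from the start of RP23-479J7.2 and runs the other way, and it had 43.7 ± 6.30 and 40.4 ± 3.78 FPKM, a log2 fold change of −0.11 (adjusted p = 0.825). Both differences were smaller than the spread between libraries. Reads of overlapping genes on opposite strands are told apart only where the counting uses strand, which the paper does not state. From the closeness of RP23-479J7.2 and Cops3, the paper proposes that a common signaling pathway regulates both.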

### Analysis of circRNAs Change in the Mouse Pineal Gland With AD

CircRNAs are emerging as important regulators of cellular processes, mainly through the suppression of miRNA function. No study examined the circRNAs in any aspect of the pineal gland. 

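CircRNAs of the genes Nfkb1, Elf2, Phf21a and Bbs9 were the most abundant in the counts of Table S3, which give the reads across each back-splice junction in each of the 8 libraries. A circRNA is a closed loop of RNA made when the end of an exon is joined to the start of the same or an earlier exon. The sums of these counts were 2916 to 6975 per library, so a circRNA with 5 counts is known to within a few reads. The counts were scaled to equal circRNA totals per library, as the paper states, and circRNAs with an average count over 5 were compared with limma on log2(normalized count + 0.5). These were 232 circRNAs, with 65.4% of all counts.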

By analyzing the back-splicing junction from the RNA sequencing reads based on the DCC algorithm, we calculated the expression level of circRNAs in the pineal glands of the wild type vs. 5xFAD mice (Figure 1A; see the “Materials and Methods” section; Cheng et al., 2016). We identified a total of 744 circRNAs expressed in our samples (Supplementary Table S3), and some circRNAs showed high expression levels (Figure 4A). 

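Of the 744 loci, 690 had both ends on exon ends of 1 gene on the same strand, 8 on exon ends of more than 1 gene, and 46 had no such match. Among the last were 7 short loci inside Malat1. The loci spanned a median of 11289 nt in the genome. circElf2, on chromosome 3 from 51308050 to 51326035, had an average count of 81.4, and circPhf21a, on chromosome 2 from 92214049 to 92230724, of 54. After scaling, circPhf21a stood at 50.5 ± 5.22 (SD, n = 4) in wild type and 54.9 ± 6.23 (SD, n = 4) in 5xFAD, a log2 fold change of 0.12 (standard error 0.20, adjusted p = 0.839 from limma). A circRNA of Bbs9, on chromosome 9 from 22643745 to 22679064, had an average count of 49.5.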

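circNfkb1 is made from the gene of an NF-κB subunit, on chromosome 3 from 135655500 to 135669339, and had an average count of 132. After scaling it stood at 119 ± 59.8 (SD, n = 4) in wild type and 138 ± 10.2 (SD, n = 4) in 5xFAD, a log2 fold change of 0.33 (standard error 0.25, adjusted p = 0.631 from limma). Its counts were 53, 66, 181 and 76 in WT-11, WT-21, WT-22 and WT-23 and 125 to 216 in 5xFAD. The linear Nfkb1 mRNA had a log2 fold change of 0.13 (adjusted p = 0.753).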

The circRNA produced from the locus of the Nfkb1 gene showed the highest expression level. 

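The 690 loci with 1 matching gene came from 506 host genes. Of these, 393 had 1 circRNA locus and 113 had 2 or more. Tc2n, an abundant gene of the gland, had 8 loci, Bbs9 5 and Ankrd12 3.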

When we analyzed the number of circRNAs produced from each gene locus, we found that most host genes produced only a single type of circRNA, although some produced diverse circRNAs with a different combination of host gene exons (Figure 4B). Moreover, one to six exons were combined to compose circRNAs with three exons as the highest frequency (Figure 4C). In our previous analysis of the circRNAs in the brain cortex, the combination of three exons was also the most frequent choice for the production of circRNA (Yoon et al., 2019). Therefore, there may be a similar principle to produce circRNA by combining exons between the brain cortex and the pineal gland.

**Figure 4:**
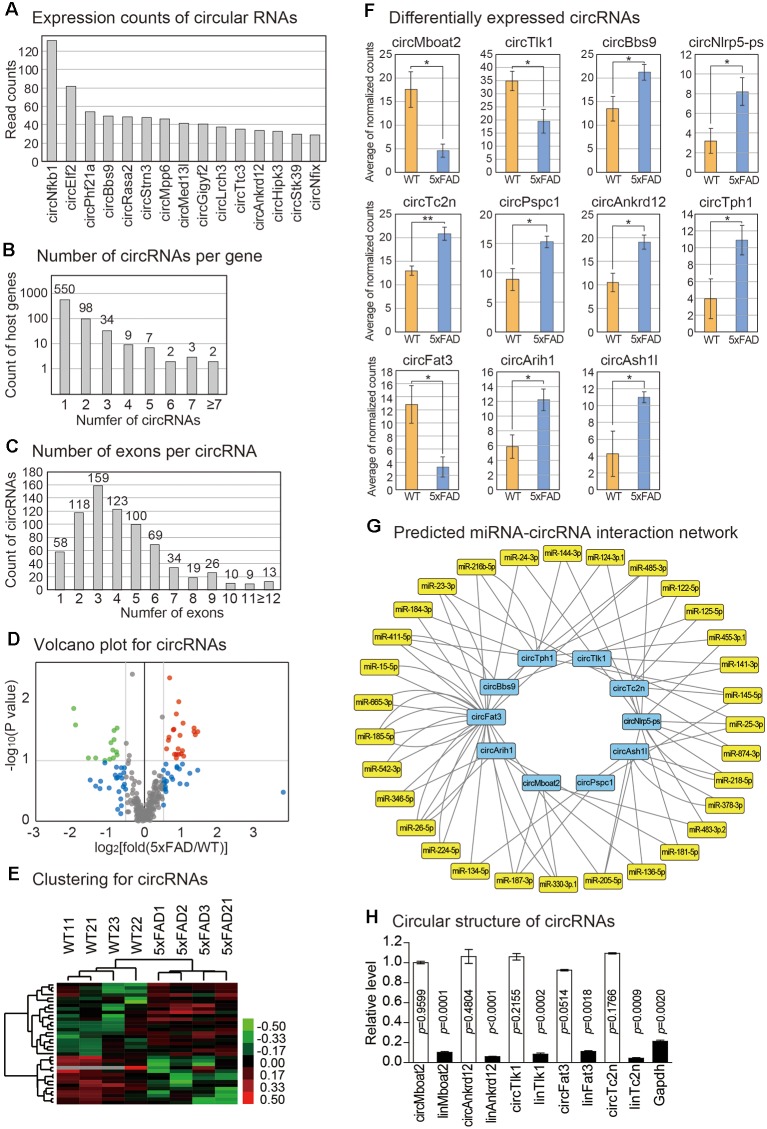
Analysis of circRNA changes in the mouse pineal gland with AD. **(A)** Expression counts of 15 highly expressed circRNAs in the pineal glands. The average read counts among the wild type and 5xFAD samples were calculated. **(B)** Distribution of the number of circRNAs produced from each host gene. **(C)** Distribution of the number of exons used to produce each circRNA. **(D)** Volcano plot for circRNAs. Those genes with values of *P* < 0.1 and those with expression changes >50% in the 5xFAD group compared to the wild type group are indicated. **(E)** Clustering of circRNAs. For the selected circRNAs from **(D)**, unsupervised hierarchical clustering was performed. The color bar representing the expression difference between wild type and 5xFAD is shown. **(F)** Differentially expressed circRNAs between the pineal gland from the wild type and 5xFAD groups. A one-tailed *t*-test was applied to calculate the *P*-value (* < 0.05, ** < 0.01). **(G)** The circRNAs-miRNAs regulatory network. The regulatory relationship was predicted by the existence of a miRNA binding site in the circRNA sequence. **(H)** Confirmation of the circular structure of circRNAs by RNase R treatment. The data in Supplementary Figure S2B were used for the quantitation. The white bars indicate circRNAs while the filled bars are linear RNAs. Expression change of each circRNA between untreated and RNase R-treated samples was calculated. *P*-value was calculated with a two-tailed *t*-test.

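circMboat2, from an acyltransferase gene on chromosome 12 (24878191 to 24882794), had the smallest p. It stood at 15.1 ± 6.73 normalized counts (SD, n = 4) in wild type and 3.86 ± 2.40 (SD, n = 4) in 5xFAD, a log2 fold change of −1.84 (standard error 0.49, adjusted p = 0.36 from limma). With the thresholds of Figure 4D, an unadjusted p under 0.1 and a change of at least 1.5-fold, 24 circRNAs were higher in 5xFAD and 19 lower. Of these, 3 and 2 had no overlap between the groups. limma called 0 circRNAs at an adjusted p under 0.05, and 23 had an unadjusted p under 0.05. Without WT-22, 4 passed the adjusted threshold. The counts were 15 higher and 9 lower without WT-21, and 15 and 12 without 5xFAD-1. The scaling set the direction of many. Against all sequenced reads of a library, circRNA reads came to 35.3 ± 9.51 CPM (SD, n = 4) in wild type and 58.6 ± 15.6 (SD, n = 4) in 5xFAD, with every 5xFAD library above every wild type library (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow). In the libraries with a high share of unread bases the values were 36.6, 40.7 and 42.4 CPM in WT-21, WT-22 and WT-23 and 43.5 CPM in 5xFAD-21, and in those with a low share 21.5 CPM in WT-11 and 48.1 to 77 CPM in 5xFAD. Scaled by total reads in place of circRNA reads, 100 circRNAs were higher and 2 lower. All sequenced reads may be an uneven base for both comparisons. An FPKM of 1 on 2000 nt stood for 22 to 27.3 fragments in wild type and 25.1 to 35.9 in 5xFAD. WT-11, the library with the most reads, had 26.1. Scaling by these fragments was not tested, so the separation of the groups may rest on the base chosen.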

We selected the circRNAs with significant expression differences between the pineal glands of wild type and 5xFAD mice (Figure 4D). We also confirmed that the samples that we analyzed were clustered properly from unsupervised hierarchical clustering (Figure 4E). 

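circTlk1, from a kinase gene on chromosome 2 (70770004 to 70786995), had 29.7 ± 6.74 normalized counts (SD, n = 4) in wild type and 16.5 ± 7.89 (SD, n = 4) in 5xFAD, a log2 fold change of −0.91 (standard error 0.33, adjusted p = 0.402 from limma). circFat3, from a protocadherin gene on chromosome 9, had 11.2 ± 4.91 and 2.94 ± 2.54 normalized counts, a log2 fold change of −1.98 (standard error 0.59, adjusted p = 0.402). circAsh1l, from a histone methyltransferase gene, had 3.60 ± 4.42 and 9.33 ± 1.20, a log2 fold change of 1.75, and WT-22 with 9 counts stood apart from the 1 count of each other wild type library. circPspc1, from a paraspeckle gene, had 7.54 ± 3.03 and 13 ± 1.39 normalized counts, a log2 fold change of 0.82 (standard error 0.36, adjusted p = 0.467), with no overlap between the groups. circArih1 (chromosome 9, 59426123 to 59454469) stood at 1.06 and circNlrp5-ps at 1.37. The labels of Figure 4F give the gene alone, and each of these circRNAs is the only locus inside its gene with an average count over 5. Bbs9, Tc2n, Ankrd12 and Tph1 each have more than 1 such locus, so no value is assigned to their circRNAs.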

Among the differentially expressed circRNAs, we further selected 11 circRNAs whose expression differences between the wild type and 5xFAD group were more significant or whose expression levels were high in the pineal gland (see the “Materials and Methods” section; Figure 4F). To predict the miRNAs that could be under the control of these circRNAs, we utilized the TargetScan algorithm to predict the miRNA binding sites in the circRNA sequences (Agarwal et al., 2015). Indeed, there were many miRNA binding sites predicted in the circ-RNAs sequence (Figure 4G). Therefore, the altered expression of these circRNAs in the pineal gland of AD may exert their roles by suppressing the predicted miRNAs. 

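The linear RNAs of the genes in Figure 4F did not pass. The mRNA of Mboat2 had a log2 fold change of −0.41 (adjusted p = 0.765 from limma), that of Tlk1 −0.11, that of Ash1l −0.13 and that of Pspc1 −0.03. The RNA of the pseudogene Nlrp5-ps, outside the genes tested, had 3.70 ± 1.48 FPKM (SD, n = 4) in wild type and 8.47 ± 2.70 FPKM (SD, n = 4) in 5xFAD. The mRNA of Fat3 lay lower, as its circRNA did, at −1.41 (adjusted p = 0.521). Among the 24 higher circRNAs 1, and among the 19 lower ones 3, came from a gene whose mRNA had an unadjusted p under 0.05 in the same direction. miRNAs were not measured in these libraries. From the predicted binding sites in the circRNAs, the paper proposes that the altered circRNAs act by suppressing those miRNAs.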

We confirmed the circular structure and expression changes of five randomly selected circRNAs (Figure 4H, Supplementary Figure S2). All of the selected circRNAs had a circular structure in the cells as confirmed by their resistance to RNase R, an enzyme that degrades linear RNAs, and their back-splicing junction prediction was verified by Sanger sequencing.

## Discussion

In mammals, the sympathetic innervation of the pineal gland contributes to the transduction of environmental light information into a hormonal signal such as melatonin. A previous study analyzed the light-induced transcriptome of the pineal gland of zebrafish and showed that miR-183 affects the mRNA level of aanat2, the key enzyme in melatonin synthesis (Ben-Moshe et al., 2014). It was also reported that miR-483 regulated the synthesis of melatonin by inhibiting Aanat in the pineal glands of rats (Clokie et al., 2012). Another study identified lncRNAs that are differentially expressed between day and night in the pineal glands of rats (Coon et al., 2012). However, no study has analyzed the transcriptome in the pineal gland of AD. Therefore, here we scrutinized the differential expression of diverse RNA types including protein-encoding RNAs, lncRNAs, and circRNAs in the pineal gland of AD.

The circadian rhythm is regulated by the oscillations of the transcriptional-translational negative feedback system. During sleep, brain and muscle ARNT-like-1 (BMAL1) heterodimerizes with circadian locomotor output cycles gone kaput (CLOCK), and the CLOCK/BMAL1 heterodimer regulates the transcription of period (Per) and cryptochrome (Cry; Ko and Takahashi, 2006). Per loss has been known to regulate the transcriptional activity of CLOCK (Hardin and Panda, 2013) and accelerates cell death and motor dysfunction (Krishnan et al., 2012). The loss of Per3 protein in particular among the period genes inhibits the Per1/2 stabilization and induces circadian rhythm disruptions (Zhang et al., 2016). In addition, cryptochrome (Cry1/2) suppresses CLOCK and BMAL1 expressions (Reppert and Weaver, 2002). The rhythm of clock gene expression in the pineal gland is aberrantly regulated in AD patients; subsequently, the aberrant circadian regulation leads to memory deficits in AD in relation to the AD development (Coogan et al., 2013). In our data, the lower Per3 expression and higher Cry1 expression might lead to the aberrant circadian rhythm based on this previous evidence.

In our analysis, the expression of most components of the electron transfer chain increased in the pineal gland of AD. These proteins comprise the main complexes in the mitochondria to produce the cellular energy source, ATP, a known co-transmitter of noradrenaline in the pineal gland (Mortani Barbosa et al., 2000) and boost β1-adrenergic-induced N-acetylserotonin synthesis by triggering P2Y1 receptors (Ferreira and Markus, 2001). Recent studies demonstrated that ATP suppressed melatonin synthesis by the pineal gland (Souza-Teodoro et al., 2016). Furthermore, ATP is one of the damage-associated molecular pattern molecules (Di Virgilio, 2007), and a high amount of it is released under stress conditions (Carta et al., 2015). Thus, the increased expression of the members of the electron transfer system in 5xFAD mice may increase ATP production and can result in pineal gland impairment.

Collagens comprise a large family of proteins involved in a variety of functions ranging from the formation of fibrillary networks of the extracellular matrix to synapse formation. One study revealed that the increase in collagen VI expression in the brains of hAPP mice is a neuroprotective response (Cheng et al., 2009). Other collagen genes provide guidance for axon outgrowth (Taylor et al., 2018), help motor neurons to innervate (Kowa et al., 2004), and regulate Aβ peptide formation during the progression of AD (Osada et al., 2005). Because of these important roles of collagen in neurons, we assume that the loss of collagen in the AD pineal gland is linked to pineal gland dysfunction.

No study to date has analyzed the transcriptome of the pineal gland in an AD model. In this study, we identified diverse lncRNAs and circRNAs that were differentially expressed in the pineal gland in the 5xFAD group vs. the wild type group (Figures 3, 4). Because many lncRNAs work by regulating their near protein-encoding genes, we investigated the genomic locus of lncRNAs and searched the genes near them. Among the lncRNAs, RP23-479J7.2 had a near protein-coding gene Cops3, whose genomic locus is commonly deleted in patients with Smith-Magenis syndrome (Potocki et al., 2000). Smith-Magenis syndrome is a syndrome that features mental retardation and sleep disturbances as well as problematic daytime behavior (De Leersnyder, 2006). This problem was linked to abnormal circadian secretion of melatonin. Thus, a future study must elucidate the detailed role of RP23-479J7.2 in this disease.

We also identified many altered circRNAs in the pineal gland of an AD model. Because the circRNAs mainly work by binding miRNAs and suppressing their function, we predicted the miRNAs with binding sites in circRNA sequences (Figure 4G). Among the identified miRNA-circRNA pairs, circMboat2 and circNlrp5-ps were predicted to be regulated by miR-483, which was shown to suppress Aanat, the enzyme critical for melatonin synthesis (Clokie et al., 2012). Therefore, these circRNAs may be involved in the regulatory network of pineal gland function such as melatonin synthesis. Further studies including the profiling of miRNAs are essential to identify the role and working mechanism of noncoding RNAs in the pineal gland of AD.

This is the first study to profile the transcriptome of the pineal gland from the AD model. We expect that our study will be helpful for the researchers interested in the gene expression change of the pineal gland with AD. Although we identified diverse RNAs differentially expressed between the pineal glands of wild type and 5xFAD mice, it needs to be noted that the experiment was performed at a 1-time point (ZT0.5). Therefore, there is a possibility that the gene expression changes could be the result of a shift in the circadian rhythm of the AD model. In a future study, large-scale profiling of the transcriptomes with various time points of the day will be required for a more comprehensive understanding of the change in the AD pineal gland.

## Data Availability Statement

The raw sequencing data and processed data with FPKM values are available through the Gene Expression Omnibus database under accession number GSE129586 (Barrett et al., 2013).

## Ethics Statement

The animal study was reviewed and approved by Animal Ethics Committee at Chonnam National University.

## Author Contributions

KN and JS prepared the samples for the analysis. Y-KK performed the bioinformatics analyses. GY confirmed the expression of the selected genes by biochemical analysis. JS and Y-KK wrote the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

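RNA-seq was made from pools of pineal glands of male mice, 4 libraries of wild type C57BL/6 mice (WT-11, WT-21, WT-22 and WT-23) and 4 of 5xFAD mice (5xFAD-1, 5xFAD-2, 5xFAD-3 and 5xFAD-21). The FPKM values were made by the authors before they were deposited: the authors trimmed paired reads with Trimmomatic, aligned them to GRCm38 with STAR and computed FPKM per library with Cuffnorm on GENCODE M17. The versions of these tools and the library normalization chosen in Cuffnorm are not stated. The authors' second route through Salmon and edgeR is not in the deposited values. The circRNA counts of Table S3 are reads across back-splice junctions, as counted by the authors. The deposited table lists 53710 gene IDs, of which 53616 matched the GENCODE M21 annotation of the same genome build by their ID without the version. The FPKM of all genes summed to 886793 to 1947795 per library, and those of protein-coding genes to 320286 to 391275.

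From these values, fold changes and p values were computed here with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend on the mean) on log2(FPKM + 0.1), for the protein-coding genes and the lncRNAs of Table S2 together. Genes had to have a mean of at least 1 FPKM over the 8 libraries, and a gene low in 1 group was therefore kept. Adjusted p values are Benjamini-Hochberg values within the protein-coding genes, within the lncRNAs and within the circRNAs. No covariate was used. Gene lists were tested with camera from limma at a preset correlation of 0.01 between genes and again with the correlation estimated from the data, and their adjusted p values are over all 55 lists tested. CircRNAs were tested with limma on log2(normalized count + 0.5) after scaling to the same circRNA total. A circRNA was given a host gene where both of its ends lay on exon ends of 1 gene. Histone sums were compared by exact permutation over the 70 ways to choose 4 of 8 libraries. Clustering used 1 minus the Pearson correlation of log2 values. Tables were handled in Python 3.11.15.

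The fit was tested on simulated data with the real means and spread for 13094 genes, 4 libraries against 4. Of 100 genes changed by 1 on the log2 scale 59 were recovered, of 100 changed by 2 on that scale 83 were, and 5 unchanged genes were called.

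Which results, tests, thresholds, gene lists and alternatives to use was written before the data were examined, except where the text says otherwise. The genes named in the text follow a rule of that kind: every gene the paper's text names, up to 8 protein-coding genes and 4 lncRNAs per direction by adjusted p and separation of the groups, up to 4 members per list, the circRNAs of Figure 4F and the 4 most abundant, and genes that check labels, without a few genes that are not reported here. Values in the paper's tables had been seen by then. Genes listed at 0 in a whole group, the junctions inside Filip1l and Malat1, Aanat, Cox8b, Cox7a1, Hspa1a, Fos, Ucp1, Pck1, Adipoq and Plin1 were singled out after their values were seen.

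The alternatives were pseudocounts of 0.01 and 1, no filter, a minimum mean of 5 FPKM, a value above 0 in every library, median-ratio scaling, quantile normalization, scaling to the same protein-coding total, the share of unread bases (low or high) as a term or as 2 separate sets of libraries, a block by replicate number, no trend, array weights, removal of the trend on GC content per library with a lowess span of 0.3, leaving out each library, a test on untransformed FPKM per gene, and for circRNAs other count minimums and scaling by total reads. Left out were the human transgenes, which the annotation lacks, and the miRNA predictions, which were not analysed here.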

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

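Chosen only after the results were seen were the other splits of the libraries and the comparison of fibrillar with basement membrane collagens. So were the marker term for the electron transfer chain and for collagen and the tests on WT-22. The tests of technical group, of gene length and GC content and of bone or meningeal cells were chosen before.

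The choroid plexus list stood at −3.762 in 5xFAD-1, against −0.588 to 0.02 in the other 5xFAD libraries, as a mean log2 deviation. The library lay far from the other 3, and it was 1 of 60 groups of 4 libraries looked at, where chance marks about 1 in 20. The adipocyte list, written after Ucp1 had been seen, stood at 6.759 in 5xFAD-2 against −1.536 to −0.458 in the other 7 libraries. Ucp1 had 516 FPKM, Pck1 141, Adipoq 62.2 and Plin1 40.5 FPKM in that library, and the paper does not report on fat cells. 5xFAD-2 also had the highest mean deviation of the electron transfer chain (0.38), and without it the median of that list was 0.096. The circRNA counts against all sequenced reads had a mean of 58.56 CPM in the 5xFAD libraries, and the wild type libraries had 21.48 to 42.36 CPM, a signal the paper does not report. It may rest on the base chosen, since the fragments behind an FPKM of 1 differed between the groups too.

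Collagen genes lay lower in 5xFAD. With the sequencing group as seen in the share of unread bases as a term the median was −1.207. Within the libraries of low and of high share it was −0.99 and −1.42. Each set leaves 1 library in a group, WT-11 and 5xFAD-21. These had the highest and the lowest mean deviation of the collagen list (1.12 and −1.10). The sequencing group does not vary within a set, but the values rest on those single libraries, so its share in the cause is not settled. Length and GC content do not account for the lower collagen median. Of 10000 random lists matched on both, 0% had a median as low (the middle of these lists was −0.152). The meningeal fibroblast list at −0.09, with quartiles from −0.304 to 0.206 (and −0.542 with the sequencing group as a term), leaves bone or meningeal cells carried over with the wild type glands open, since its genes went both ways. Bone cells alone remain a candidate explanation. The fibrillar collagens lay lower than the basement membrane collagens by −1.347 in the median. The osteoblast and osteocyte list lay lower too. With a term for the mean of marker lists of non-pineal tissue, bone included, the collagen median was −0.482 (−0.615 without the term). Without WT-22 it was −0.609 with the term and −0.881 without the term. The median thus stayed lower in 5xFAD, but the term is a mean over several tissues and not bone alone. It does not settle whether collagen was lost in the glands of 5xFAD mice.

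Genes of the electron transfer chain lay higher in 5xFAD. With the sequencing group as a term the median was 0.3, and within the libraries of low and of high share of unread bases it was 0.46 and 0.15. Each set leaves 1 library in a group, WT-11 with the lowest mean deviation of the chain (−0.40) and 5xFAD-21 (0.16). The sequencing group does not vary within a set, but the values rest on those single libraries, so its share in the cause is not settled. Of the random lists matched on length and GC content 0% of 10000 had a median as high (the middle was 0.091). A smaller share of non-pineal tissue in the 5xFAD glands cannot be told apart from a change within pineal cells: with a term for 10 marker lists of such tissue the median was 0.126 (quartiles 0.03 to 0.222, and 0.09 to 0.27 without the term), which overlap. An effect of the transgenes on mitochondria stays open as well, and supplier and genotype changed together.

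WT-22 lay nearer to the 5xFAD libraries than the other wild type libraries did. The sequencing group is argued against, since WT-23 of the same group lay at −13.65 on the first principal component where WT-22 lay at 42.92. A smaller share of non-pineal tissue in WT-22 stays open: WT-22 had the lowest value of the wild type libraries in 9 of 10 marker lists (its score was −1.08, and 5xFAD-21 had −1.03), but, in a check added after the values were seen, the highest in 2 of the 4 lists that the 10 leave out, the erythroid list (2.07, other wild type libraries −1.09 to 0.75) and the brain neuron list (0.59). In the rest of these 4 lists WT-22 was the lowest wild type library. These were choroid plexus (0.61, other wild type libraries 1.30 to 1.47) and astrocyte (−0.26, others −0.22 to −0.02). Its pinealocyte value was the highest of all libraries (0.42, others −0.44 to 0.29). Glands of 5xFAD mice in the WT-22 pool stay open: over 90 genes its place between the group means (0 for wild type, 1 for 5xFAD) had a median of 0.898 and an interquartile range of 0.377, where single 5xFAD libraries had ranges of 0.193 to 0.279. These genes were called without WT-22, where 94 passed in place of 5. They are thus largely genes in which WT-22 departed from the other wild type libraries. Any such departure moves the place away from 0, so this median does not tell a mixed pool from another cause. Single genes go both ways: WT-22 had 0.531 FPKM of Gm10479 (5xFAD 5.26 to 9.11), 4.80 FPKM of Scgn (5xFAD 10.0 to 25.8) and 20.6 FPKM of RP23-47P3.3 (other wild type libraries 0.65 to 1.77). The 90 genes leave out those listed at 0 in a whole group. In these WT-22 read as wild type, with Ttr at 9440 FPKM and Cmss1, Zc3h7a and Filip1l at 0. A listed 0 did not always mean that reads were lacking, so these genes do not decide it.

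Whether chance can be excluded was asked by repeating the fits over the 35 splits of the libraries into 4 and 4. By this count alone chance can be excluded for the chaperones together, where 1 split of 35, the real one, reached the median of 0.2347 (the highest other was 0.2039). That is the smallest share 35 splits allow and the lowest of all results asked, and the list did not pass with an estimated correlation (adjusted p = 0.64). It cannot be excluded for the number of protein-coding genes past an adjusted p of 0.05 (5, highest other 5, 2 splits as large), for those past p 0.05 and 2-fold in either direction (160, 432, 8 splits), for lncRNAs past p 0.1 and 1.5-fold (60, 122, 8 splits) and for circRNAs past the same thresholds (43, 48, 3 splits). For lncRNAs and circRNAs past an adjusted p of 0.05 the real count from limma was 0 (63 and 23 at an unadjusted p under 0.05, highest others 7 and 1), so all 35 splits are as large by construction and the count says nothing. It cannot be excluded either for the medians, taken without sign, of the clock core list (0.1245, highest other 0.2219, 10 splits), collagen (0.6149, 1.2495, 10 splits), myosin (0.3077, 0.4618, 3 splits), all Hist-named histones (0.5583, 0.5786, 2 splits) and the electron transfer chain (0.183, 0.3604, 13 splits). Most of the highest values came from splits that set WT-11, WT-21 and WT-23 with 1 5xFAD library against WT-22 and the rest, with up to 3006 genes at an unadjusted p under 0.05 where the real split had 1036, which points to a structure of the samples other than genotype. The split by share of unread bases called 0 genes (1124 at an unadjusted p under 0.05) and 112 past 2-fold.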

How the results depend on the processing

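Leaving out 5xFAD-2 and 5xFAD-21 together, leaving out Cox7a1 and Cox8b or the heat-inducible list, and a one-sided test of the paper's kind on the histone sums were tests chosen only after the results were seen. Of 464 alternative values of counts, lists, sums and clustering, 387 kept their direction and side of the threshold (or, for counts, stayed within 1.5 times), 6 were reversed, 4 newly passed, 9 no longer passed and 58 moved by more. Of 3216 alternative values of 130 named genes, 3142 kept both, 42 were reversed, 20 newly passed and 12 no longer passed. The cause was not tested except where fewer genes or libraries explain a lower count.

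With a pseudocount of 1, 67 protein-coding genes were higher and 19 lower at the thresholds of Figure 1B (114 and 46 with 0.1), and 27 lncRNAs were higher and 7 lower at those of Figure 3B (45 and 15 with 0.1). Without a filter these counts were 212, 118, 288 and 188, and 10 lncRNAs passed at an adjusted p under 0.05. With a minimum mean of 5 FPKM the counts were 45, 13, 12 and 5, and all Hist-named histones had a median of −0.25 (adjusted p = 0.0573). With genes above 0 in every library limma called 0 protein-coding genes in place of 5. Array weights gave 9 called protein-coding genes, 174 higher and 128 lower, 2 called lncRNAs and 31 lower lncRNAs. The test on untransformed FPKM gave 73 higher genes.

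With the share of unread bases as a term, 128 protein-coding genes were higher and 317 lower, and 41 lncRNAs were lower. The clock core median was 0.053 and the histone H4 summed FPKM differed by 1.926. Reversed were Flcn (0.024), Cry2 (0.165), Thy1 (−0.181), App (0.046), Per2 (0.16) and Clock (−0.056). In the libraries with a low share, 242 protein-coding genes were higher and 434 lower, 1 lncRNA was called, 105 were higher and 37 lower, 42 circRNAs were higher and 5 called, and reversed were Flcn (0.128), Cry2 (0.239), Thy1 (−0.552), App (0.002), Wdfy1 (0.099) and Clock (−0.035). In those with a high share, 1 protein-coding gene was called, 138 were lower, 28 lncRNAs were higher and 29 lower, 12 circRNAs were higher and 1 called. There the medians were 0.091 for the clock core, −0.144 for myosin (adjusted p = 0.438) and −0.408 for all Hist-named histones (0.0616), and reversed were Arntl (−0.419), Cry2 (0.091), App (0.091), Per1 (0.233), Per2 (0.724), Clock (−0.078), Gfap (−0.236), Aqp4 (−0.164), Slc1a3 (−0.296), Slc4a5 (0.44), Prlr (0.303), Tph1 (−0.291), Hspb2 (−0.232) and Kl (0.761). Both sets leave 1 library in a group, which is assumed to vary like the others.

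Quantile normalization gave Clock −0.021, and removal of the GC content trend −0.054. Without 5xFAD-2 and 5xFAD-21 together, 99 genes were lower, the electron transfer chain had a median of 0.021 (adjusted p = 0.383), and reversed were Clock (−0.071), Fos (−0.45), Dusp1 (−0.138) and Junb (−0.374). With an estimated correlation between genes the medians stayed and the adjusted p of each became 0.64: collagen −0.615, myosin −0.308, Hist-named histones −0.558, electron transfer chain 0.183 and chaperones together 0.235. As a mean of log2 values the H2B members differed by −0.3949 where their sum was higher. The one-sided test of the paper's kind gave p = 0.037 for the H3 difference of −16.28 FPKM, beside the exact one-sided p of 0.0571.

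With all 8 libraries or split by the share of unread bases, and beside the losses named in the other paragraphs, lists printed as passing lost this as follows, with adjusted p values. With the share of unread bases as a term: small heat shock proteins (0.0635), histone H1 (0.0532), histone H4 (0.14) and astrocyte (0.193). In the libraries with a low share: ER chaperones (0.473), immediate-early (0.632), histone H1 (0.086) and histone H4 (0.155). In those with a high share: small heat shock proteins (0.367), DnaJ co-chaperones (0.0616), TRiC and prefoldin (0.0769), complex II (0.38), complex III (0.218), histone H1 (0.081), histone H3 (0.115), histone H4 (0.38) and astrocyte (0.899). With quantile normalization: complex II (0.0592), complex III (0.137), complex V (0.126) and TRiC and prefoldin (0.137). With array weights: complex II (0.246), complex III (0.463) and complex V (0.255). With a minimum mean of 5 FPKM: complex II and complex III (0.0602 each), histone H1 and osteoblast and osteocyte (0.0929 each), histone H3 (0.563) and astrocyte (0.0602). Without a filter: complex III (0.0501) and small heat shock proteins (0.063). With genes above 0 in every library: choroid plexus (0.0698). Histone H1 also lost it with a pseudocount of 0.01, median-ratio scaling and removal of the GC content trend (0.0511 to 0.0781, and 0.101 with a replicate block besides), and histone H4 with the last (0.0759). With the share of unread bases as a term the lists of bone marrow neutrophil (−1.829), endothelium (−0.715), meningeal fibroblast (−0.542) and mitochondrially encoded genes (−0.387) passed, and without a filter the brain neuron list did (0.708, adjusted p = 0.033). At a pseudocount of 1 the list night-induced by cAMP passed (0.403, adjusted p = 0.0432).

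CircRNAs with an average count over 10 gave 5 higher and 5 lower, no filter gave 64 and 40, and scaling by total reads gave 100 and 2, with 7 called.

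Each library left out in turn gave these ranges: called protein-coding genes 4 to 94 (94 without WT-22), higher 75 to 200, lower 26 to 264, called lncRNAs 0 to 1, higher 30 to 76, lower 6 to 31, circRNAs higher 15 to 34, lower 9 to 26 and called 0 to 4. The medians ranged from −0.252 to 0.113 for the clock core (0.113 without 5xFAD-1), −0.881 to −0.413 for collagen, −0.398 to −0.176 for myosin (−0.176 without 5xFAD-1), −0.721 to −0.395 for the Hist-named histones, 0.091 to 0.281 for the electron transfer chain (0.091 without WT-11) and 0.166 to 0.257 for the chaperones together. The sums differed by −19.06 to −0.7999 for H1, −9.997 to −1.414 for H2A, 8.648 to 26.62 for H2B, −22.22 to −10.49 for H3 and −28.43 to 1.968 for H4, with the ends of H1, H2A and H3 without WT-22 and WT-21. Single genes that changed sign were Per1 (−0.391 to 0.113), Per2 (−0.408 to 0.215), Clock (−0.083 to 0.052), Thy1 (−0.084 to 0.901), Wdfy1 (−0.294 to 0.045) and Kl (−1.545 to 0.221).

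The replicate numbers were tried as pairs. The deviations of same-numbered libraries from their group means correlated at −0.0467, 0.2104, −0.3238 and 0.2379, so the numbers do not pair the libraries, and 1 of 4 wild type libraries correlated best with its own number. With a replicate block, 4 protein-coding genes were called in place of 5 (693 at an unadjusted p under 0.05), Gm10479 stood at 2.989 (adjusted p = 0.222), and with the block and the GC content trend removed Clock stood at −0.054. Of the other counts, lists, sums and clustering the block changed the calls of histone H1 (no longer passed, 0.0601) and night-induced by cAMP (passed, 0.0194) and no other call.

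Depth limits the circRNAs, since 232 of 744 loci had an average count over 5. For mRNAs the smallest step of 0.0279 to 0.0455 FPKM on 2000 nt lies below the pseudocount.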

Differences from the paper's values

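Apart from a one-sided test of the paper's kind, no test in this part was chosen after the results were seen. For the summed FPKM of the histone H3 genes the paper's one-sided p is about 0.03 in Fig. 2D, read by eye, and the exact permutation test gave a one-sided p of 0.0571. Of the alternatives set before the data were examined, quantile normalization (0.0429) and leaving out WT-22 (0.0286) fell within 1.5 times the paper's value, and median-ratio scaling, scaling to the same protein-coding total and the mean of log2 values (0.0571 each) and leaving out any other library (0.0857 to 0.1143) did not. The share of unread bases and the replicate block (0.125 each) could not, since permuting within sets or pairs leaves too few assignments for so small a p. The one-sided test of the paper's kind, chosen after seeing the values, gave 0.037 on the same sums.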

Other observations

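The interferon list, the proliferation list and the lists of cell types were written before the data were examined, and the junctions inside genes listed at 0 were a test chosen only after the results were seen.

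Interferon-induced genes lay lower in 5xFAD. Usp18, which removes the ubiquitin-like protein Isg15, had 3.04 ± 1.07 FPKM (SD, n = 4) in wild type and 1.04 ± 0.327 FPKM (SD, n = 4) in 5xFAD, a log2 fold change of −1.45 (standard error 0.31, adjusted p = 0.405 from limma). Isg15 itself stood at −0.93 and Oasl2, a sensor of viral RNA, at −0.86. All 8 genes of the interferon list lay below 0, with a median of −0.76 (camera, adjusted p = 2.01e-05, and 0.64 with an estimated correlation), and the list passed with each library left out. At an unadjusted p under 0.05 3 were lower, and 2 passed when adjusted over the list alone.

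Immediate-early genes split the 5xFAD libraries. Fos had 69 FPKM in 5xFAD-2 and 43.1 FPKM in 5xFAD-21 and 0.918 to 2.23 FPKM in the other 6 libraries. The 9 genes of the immediate-early list had a median of 1.23 (adjusted p = 0.00422, and 0.64 with an estimated correlation), which did not pass without WT-22 (0.0539), 5xFAD-2 (0.0878) or 5xFAD-21 (0.0506), and the median was −0.374 without both of these 5xFAD libraries.

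Lists of microglia and of mural cells lay lower in 5xFAD and that of astrocytes higher, and a difference between the lists was not tested. The 9 microglia genes, with Cx3cr1 at −0.38 and C1qb at −0.45, had a median of −0.31 (adjusted p = 0.0229), which did not pass without WT-11 (0.205), WT-21 (0.0577) or 5xFAD-21 (0.291). Genes of disease-associated microglia had a median of −0.09 (0.951), with Trem2 at −0.63. The 7 genes of smooth muscle and pericytes, with Rgs5 at −0.58, had a median of −0.58 (0.0175), which did not pass without WT-11 (0.169), WT-21 (0.055) or 5xFAD-21 (0.243). The 7 astrocyte genes, with Aldoc at 0.77, Gfap at 0.48 and Aqp4 at 0.43, had a median of 0.43 (0.0265), which did not pass without WT-22 (0.118), 5xFAD-2 (0.0838) or 5xFAD-3 (0.119), and its sign changed in the libraries with a high share of unread bases (−0.164, adjusted p = 0.899). With an estimated correlation the microglia, smooth muscle and pericyte, and astrocyte lists did not pass (0.64 each). The 10 choroid plexus genes had a median of −0.73 (5.34e-04, and 0.64 with an estimated correlation). Its sign changed without 5xFAD-1 (0.228, adjusted p = 0.943), and the list did not pass over genes above 0 in every library (−0.665, adjusted p = 0.0698), which leaves out Ttr.

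The other lists did not pass: endothelium −0.30 (adjusted p = 0.303, 0.0245 without WT-22), bone marrow neutrophils −0.59 (0.41, 0.0176 without WT-22), bone marrow B cell precursors −0.50 (0.565), erythroid cells −0.37 (0.542), oligodendrocytes −0.17 (0.935), brain neurons 0.57 (0.209 over the 3 genes measured, with Nefh at 1.10, while without a filter the brain neuron list passed over 10 genes at 0.708, 0.033), Schwann cells −0.31 (0.935), skeletal muscle −0.10 (0.574), ribosomal proteins 0.03 (0.309, and −0.046 with 0.0456 after quantile normalization) and sex-linked genes 0.14 (0.333). No gene of the habenula list passed the filter. Of the genes that differ between C57BL/6 substrains, Nnt stood at −0.20 and Wdfy1 at −0.10, and Entpd4 was below the filter. In all, 15 lists of 55 tested were higher and 12 lower, and 0 passed with an estimated correlation.

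With a term for the mean of 10 marker lists of non-pineal tissue, 8 protein-coding genes were called in place of 5. Without WT-22, the term took 94 called genes to 6.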
